# Comparative Study of the Expression Profiles of miRNAs of Milk-Derived Exosomes of Yak and Jeryak

**DOI:** 10.3390/ani12223189

**Published:** 2022-11-17

**Authors:** Wenwen Ren, Yongfeng Zhang, Renqing Dingkao, Chun Huang, Xiaoming Ma, Xiaoyun Wu, Yongfu La, Min Chu, Pengjia Bao, Xian Guo, Jie Pei, Ping Yan, Chunnian Liang

**Keywords:** yak, Jeryak, exosomes, miRNA

## Abstract

**Simple Summary:**

Exosomes are multivesicular bodies produced and secreted by living cells as membranous vesicles with a diameter of about 30–150 nm, density of 1.13–1.19 g/mL, and a typical “cup dish” shape. Exosomes carry proteins, miRNA, lncRNA, circRNA, and mRNA and their degradation fragments are involved in intracellular signal transduction important for regulation of cellular activities. Of these, miRNAs play an important role in the regulation of gene expression in important biological processes such as cell division, tissue development, and immune response. In this study, milk quality was determined and exosome miRNAs from yak and Jeryak milk sampled in June and December were characterized by sequencing. Differentially expressed miRNAs (DEMs) and pathways related to lactation performance were identified. In summary, this study provides data that can be used to develop alternative strategies for improving the lactation performance of yaks and Jeryaks.

**Abstract:**

The Jeryak is the hybrid offspring of yaks and Jersey cattle and exhibit improved milk and meat yields. Biomolecules carried within milk exosomes are important for cell growth, development, immune regulation, and various pathophysiological processes. Previous studies showed that miRNAs regulate mammary gland development, lactation, and milk quality. This study explored the relationship between milk exosomes miRNAs and lactation performance. A comparison of the milk content showed that yak milk was of a better quality compared to Jeryak milk (casein, fat, TS, SNF, lactose). Milk collected in December was superior to that collected in June for both yak and Jeryak, except for lactose concentrations. Exosomes were extracted by density gradient centrifugation and miRNA expression profiles in milk exosomes from three yaks and three Jeryaks collected in June and December were detected by small RNA sequencing. In all, 22, 120, 78, and 62 differentially expressed miRNAs (DEMs) were identified in Jun_ JY vs. Jun_ Y (P1: Jeryak in June vs. Yak in June), Jun_ JY vs. Dec_ JY (P2: Jeryak in June vs. Jeryak in December), Dec_ JY vs. Dec_ Y (P3: Jeryak in December vs. Yak in December), and Jun_ Y vs. Dec_ Y (P4: Yak in June vs. Yak in December) groups. These DEMs were enriched in functions and signaling pathways related to lactation performance. In conclusion, these findings are a reference tool to study the molecular basis of lactation performance.

## 1. Introduction

The yak (*Bos grunniens*) is a unique bovine species distributed in the alpine grassland of the Qinghai–Tibet Plateau and its adjacent areas at an altitude of more than 3000 m. Yaks are tolerant, have easily adapted to the low-oxygen environment of the plateau, and are a source of good-quality meat. The yak is also known as “boat of the plateau” or “multi-purpose livestock” [1]. By 2019, the number of yaks globally was about 17 million. China is the major breeder of yaks, with 16.21 million, or 95%, of the total number of yaks in the world [2]. Jersey cattle (*Bos taurus*) originated from Jersey in the British Channel Islands. Jersey cattle are relatively small in size; their most prominent feature is their high milkfat content [3]. The average annual milk output of the adult Jersey cow is about 4000 kg with a milkfat rate of 5%~6%, with some even reaching 7%~8% [4]. The Jeryak, a hybrid offspring of the yak (*Bos grunniens*) and Jersey cow (*Bos taurus*), demonstrates a higher level of heterosis, is larger in size, has a faster rate of growth and development, matures earlier, demonstrates higher feed utilization rate, has stronger adaptability to the ecological environment in alpine pastoral areas, has higher tolerance to roughage, and produces double the volume of milk and meat when compared with yaks [5].

Exosomes are cell-derived nanoscale extracellular vesicles (EV), which are vesicular structures surrounded by lipid bilayer membranes secreted by cells, and sized at 30–100 nm [6]. In 1987, these tiny vesicles, formed by vesicles of endosomes in the nucleus, were first named exosomes [7]. Most mammalian cells are capable of secreting exosomes and delivering their contents, which include proteins, nucleic acids, and lipids, to target cells, in turn affecting target-cell biological functions. Exosomes exist in various biological fluids such as blood, plasma, tears, semen, saliva, urine, cerebrospinal fluid, epididymal fluid, amniotic fluid, tumor ascites, bronchoalveolar lavage fluid, synovial fluid, milk, etc. Depending on their cellular origin, exosomes contain many cellular components, including mRNA, miRNA, rRNA, lncRNA, tRNA, DNA, lipids, metabolites, and proteins [8]. Exosomes are involved in regulating a variety of pathophysiological processes, such as immune inflammatory response, tumor growth, metabolism, and pregnancy [9]. Admyre et al. were the first to isolate and identify exosomes from human colostrum and standing milk [10]. Since then, exosomes have been reported in the colostrum and mature milk of humans, cows, buffaloes, goats, pigs, kangaroos, and rodents [11]. Milk exosomes can be absorbed and utilized by macrophages and vascular endothelial cells [12], are able to cross the blood–brain barrier, are bioavailable [13], and can reach peripheral tissues through the circulation of body fluids. Hence, milk exosomes have become the preferred vehicle for transporting biomolecules and regulators into the circulation of different organisms. Research has demonstrated that the various biomolecules carried by bovine milk exosomes play an important role in cell growth, development, immune regulation, and various pathophysiological processes [14,15,16,17].

MicroRNAs (miRNAs) are short noncoding (~22 nucleotides in length) regulatory RNAs that modulate gene expression at the post-transcriptional level, mostly by binding to perfectly/partially complementary sites at the 3′-UTR of target mRNAs [18,19]. MicroRNAs function to inhibit translation and expression of target genes (mRNAs) and are relatively conserved in biological evolution [20,21,22]. They are also involved in numerous cellular biological functions as natural protein translation regulators, and therefore miRNAs in exosomes have drawn much attention. In lactating and non-lactating bovine mammary gland tissues, miRNA transcriptome sequencing revealed that 56 of 921 miRNAs had distinct expression levels [23]. The miRNA expression profiles of mammary gland tissues during the dry period and peak lactation were evaluated, and certain miRNAs were found to potentially play roles in the growth or lactation processes of the mammary gland in dairy goats [24].

Yak milk is richer in proteins, essential amino acids, fat, lactose, and minerals compared with Holstein milk. The advantage of Jeryaks is obvious, as crossbreeding of the yak with Jersey cattle results in higher yields of milk compared to the yak: an economic advantage for herders. Studies have demonstrated that a variety of biomolecules carried by milk exosomes play important roles in cell growth, development, immune regulation, and various pathophysiological processes. However, no research has been done on the exosome miRNA expression profile between yaks and Jeryaks. Therefore, the screening of yak milk and Jeryak milk exosomes miRNAs can provide basic data to improve yak milk quality and yield and provide new information to guide subsequent breeding work.

## 2. Materials and Methods

### 2.1. Collection of Milk

Milk samples were collected in June and December from yaks (Jun_ Y and Dec_ Y) and Jeryaks (Jun_ JY and Dec_ JY) in Hezuo city, Gannan Tibetan Autonomous Prefecture, Gansu Province, China. Prior to collecting the milk, the udder was cleaned with warm water and then wiped thoroughly with a hot towel before milking. Samples of milk were collected from ten lactating yaks and Jeryaks (4 to 5 years old). The milk was transferred into 50 mL sterile centrifuge tubes, placed on dry ice, transported back to the laboratory, and immediately stored at −80 °C until used.

### 2.2. Determination of Milk Quality

Nutrient contents of the yak and Jeryak milk obtained in June and December were determined with the MilkoScanTM FT120 (Foss Analytical Instruments Co., Ltd., Danish). The contents tested included casein, protein, fat, total solids (TS), non-fat solid (SNF), lactose, freezing point, acidity, and citric acid content. SPSS24.0 *t*-test was utilized to detect the significance of any differences observed.

Data were divided into four groups for analysis: Jun_ JY vs. Jun_ Y (P1: Jeryak in June vs. Yak in June), Jun_ JY vs. Dec_ JY (P2: Jeryak in June vs. Jeryak in December), Dec_ JY vs. Dec_ Y (P3: Jeryak in December vs. Yak in December), and Jun_ Y vs. Dec_ Y (P4: Yak in June vs. Yak in December).

### 2.3. Extraction and Identification of Milk Exosomes from Yak and Jeryak Samples

#### 2.3.1. Extraction of Exosomes by Density Gradient Centrifugation

The milk samples were transferred into new centrifuge tubes and centrifuged at 4 °C, 2000× *g* for 30 min. The supernatant was carefully transferred to a fresh centrifuge tube and centrifuged again at 4 °C, 10,000× *g* for 45 min to remove the larger vesicles. The supernatant was transferred into a new centrifuge tube and centrifuge at 4 °C, 100,000× *g* for 120 min. The supernatant was decanted, and the precipitate was resuspended with 20 mL of pre-chilled 1×PBS and then centrifuged at 4 °C, 2000× *g* for 30 min. The supernatant obtained was centrifuged twice. After the final centrifugation step, the supernatant was decanted, and the pellet was resuspended with 1 mL of pre-chilled 1×PBS and stored temporarily at 4 °C until use. Iodixanol was prepared at different concentrations (40%, 20%, 10%, and 5%), and the different concentrations (3.6 mL each) were layered in the tube from high to low concentration. After the gradient had formed, 1 mL of the chilled suspension was added to the top layer. The gradient was then subjected to ultracentrifugation at 4 °C, 100,000× *g* for 120 min. After centrifugation, 12 layers were noted and the middle 6–9 layers of liquid were ultracentrifuged at 4 °C, 100,000× *g* for 120 min. The supernatant was removed, and the pellet was resuspended with 300 μL pre-chilled 1 × PBS. Then, 20 μL was used for electron microscopy, 10 μL for pellet size determination, and the remaining exosomes were stored at −80 °C.

#### 2.3.2. Identification of Exosome

The exosome morphology was observed using transmission electron microscopy (HT-7700, Hitachi Ltd., Tokyo, Japan). The exosome particle size was analyzed with a particle size analyzer (N30E, Xiamen Fuliu Biotechnology Co., Ltd., Xiamen, China).

### 2.4. Extraction of Exosome RNA

Extraction of exosome RNA from the milk obtained from yaks and Jeryaks in June and December was performed with the Norgen 58,000 kit (Norgen Bio Inc., Ontario, Canada) based on the manufacturer’s instructions.

### 2.5. Construction and Sequencing of Small RNA Library

The experimental procedure was performed according to the standard steps provided by Illumina, including library preparation and sequencing experiments. Small RNA sequencing libraries were prepared using the TruSeq Small RNA Sample PrepKits (Illumina, San Diego, CA, USA) kit. After library preparation, the constructed libraries were sequenced using the Illumina Hiseq2000/2500 platform with the single-end 1 × 50 bp read length strategy.

### 2.6. Preprocessing of Sequencing Data

Raw reads were subjected to an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA), to remove adapter dimers, junk, low complexity reads, common RNA families (rRNA, tRNA, snRNA, snoRNA), and repeats. Subsequently, unique sequences of 18~26 nucleotide were mapped to specific species precursors in the miRBase 22.0 using a BLAST search to identify known miRNAs and novel 3p- and 5p-derived miRNAs. Length variation at both 3′ and 5′ ends and one mismatch within the sequence were allowed in the alignment. The unique sequences mapping to specific species mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known specific species precursor hairpins opposite to the annotated mature miRNA-containing arm were novel 5p- or 3p-derived miRNA candidates. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase 22.0 by a BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations. The above two are defined as known miRNAs. The unmapped sequences were BLASTed against the specific genomes and the hairpin RNA structures containing sequences were predicated from the flanking 80 nt sequences using the RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi. accessed on 3 July 2022). The criteria for secondary structure prediction were (1) number of nucleotides in one bulge of the stem is ≤12; (2) number of base pairs in the stem region of the predicted hairpin ≥16 nt; (3) cutoff of free energy was set at ≤−15 kCal/mol; (4) length of hairpin (including up and down stems and the terminal loop) is ≥50 nt; (5) length of hairpin loop is ≤20 nt; (6) number of nucleotides in one bulge in one bulge within the mature region must be ≤8 nt; (7) number of biased errors in one bulge within the mature region is ≤4; (8) the number of biased bulges in mature region is ≤2; (9) number of errors in mature region is ≤7; (10) number of base pairs in the mature region of the predicted hairpin is set at ≥12; (11) percent of mature miRNAs within the stem structure is ≥80%.

### 2.7. Differential miRNA Expression Analysis

The expression of miRNA was normalized with the ACGT101-miR software, and the norm value (equivalent to the FPKM value used in transcriptome analysis) was obtained. Then, the miRNA sequencing expression profiles were normalized as follows: First, a common set of sequences was identified among all samples to construct a reference dataset with each data point in the reference set representing the copy number median value of a corresponding common sequence of all samples. Then, 2-based logarithm transformation was performed on copy numbers ($\log_{2}\left(copy\#\right)$) of all samples and reference datasets. The $\log_{2}\left(copy\#\right)$ difference ($\Delta \log_{2}\left(copy\#\right)$) between individual sample and the reference data set was calculated. A subset of sequences was created by selecting $\;\left|\Delta \right.\log_{2}(copy\#\left.)\right|<2$, which indicated less than ($2^{2}=$) 4-fold change from the reference set. Linear regressions were performed on the subset sequences between individual samples and the reference set to derive the linear equation $y=a_{i}x+b_{i}$, where $a_{i}$ and $b_{i}$ are the slop and interception, respectively, of the derived line, x is $\log_{2}\left(copy\#\right)\;$ of the reference set, and y is the expected $\log_{2}\left(copy\#\right)$ of sample i on a corresponding sequence. The mid value $\;\;x_{mid}=\frac{\max\left(x\right)-\min\left(x\right)}{2}$ of the reference set was calculated. Then, the corresponding excepted $\log_{2}\left(copy\#\right)$ of sample i $y_{i,mid}=a_{i}x_{mid}+b_{i}$. Let $y_{r,mid}=x_{mid}$. Let $\Delta y_{i}=y_{r,mid}-y_{i,mid}$, which is the logarithmic correction factor of sample i. Then, the arithmetic correction factor $f_{i}=2^{\Delta y_{i}}$ of sample i was derived. Copy numbers of individual samples were corrected by multiplying corresponding arithmetic correction factor $f_{i}\;$ with the original copy numbers.

The input data for DEMs analysis were normalized data (norm values), and the *p*-value calculation model based on the normal distribution was used for *p*-value calculations, and a *t*-test was used to analyze the differences between the two groups of samples. The DEMs were identified based on $\;\left|\log_{2}(\mathrm{fold}\;\mathrm{change}\left.)\right|\geq 1\right.$ and *p* < 0.05.

### 2.8. Prediction of Target Genes and GO, KEGG Enrichment Analysis

Targetscan (V5.0) and Miranda (v3.3a) software were used to predict target genes of the miRNAs that were differentially regulated. The target genes predicted by the two software were screened according to the scoring criteria of each software. ThTargetscan algorithm removed target genes with a context score percentage of less than 50, and the Miranda algorithm removed target genes with maximum free energy greater than −10 (i.e., the threshold was Targetscan score ≥ 50, Miranda_ energy < −10). The intersection of software results was taken as the final set of genes targeted by the differentially expressed miRNAs. The results were analyzed for functional enrichment using te Gene Ontology (GO) (http://www.geneontology.org/. accessed on 5 July 2022) and KEGG Pathway (http://www.genome.jp/kegg/. accessed on 5 July 2022) databases.

## 3. Results

### 3.1. Determination of the Yak and Jeryak Milk Quality

In the P1 group (Table 1), yak milk casein, fat, TS, SNF, lactose, and freezing point were significantly higher than Jeryak milk (*p* < 0.01). For the P2 group (Table 2), casein, protein, TS, freezing point, and acidity of the Jeryak milk in June were significantly lower than that in the samples collected in December (*p* < 0.01), while fat levels were also significantly lower when compared to milk harvested in December (*p* < 0.05). On the other hand, lactose and citric acid were significantly higher in the June milk samples compared to the December sample (*p* < 0.05). The P3 group (Table 1) of Yak milk had freezing points and citric acid levels significantly higher than the Jeryak milk (*p* < 0.01), with SNF also significantly higher than the Jeryak milk (*p* < 0.05). In the P4 group (Table 2), the protein content and acidity of the yak milk sampled in June were significantly lower than in December (*p* < 0.01), whereas lactose levels were significantly higher than milk sampled in December (*p* < 0.01).

### 3.2. Identification of Milk Exosomes from Yak and Jeryak Milk Collected in June and December

The exosomes of yak and Jeryak are spherical with a depression in the middle, which conforms to the typical appearance of exosomes (Figure 1). The milk exosomes particle sizes for yak and Jeryak milk obtained in June and December ranged between 30–150 nm (Figure 2). The mean particle sizes and concentration of exosomes for yak and Jeryak milk sampled in June and December are shown in Table 3.

### 3.3. Characteristic Analysis of Yak and Jeryak Milk Exosome miRNAs Obtained in June and December

Statistical analysis was performed on the output of the original sequencing data to obtain the unique sequences within the sequencing data and the corresponding copy number of each unique sequence. Initially, quality control was performed on the original sequencing data to removes the 3′ junction sequence and sequences of less than 18 nt in length. Sequences that contained 80% A or C or G or T, 3N (not necessarily continuous), only A and C with no G and T, or only G and T with no A and C, or continuous nucleotide dimers and trimers were removed. At the same time, we compared and filtered the sequences against the mRNA (which may not be available in some species), RFam (including rRNA, tRNA, snRNA, snoRNA, etc.), and Repbase databases. We referred to this filtered data as valid data. 

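Small RNA of milk exosomes was sequenced in 12 libraries, 3 from each of Jeryak in June, yak in June, Jeryak in December and yak in December. By the paper's Table S1 the June libraries held 19998241 to 25668911 raw reads and the December libraries 73039033 to 79120755, so a batch of library making or sequencing, if there was one, cannot be told apart from the month. Of the clean reads, the same table assigns 10.3 to 19.0% to mRNA in June and 54.9 to 67.5% in December. The table of the authors lists 2263 miRNA entries, of which 583 (25.8%) were named after cattle precursors (bta), 526 (23.2%) after precursors of other species and 1154 (51.0%) were predicted candidates (named PC). Each value is a norm value, the copy number of the entry multiplied by 1 correction factor per library. Copies summed over the entries had a median of 328722 in June Jeryak, 267007 in June yak and 365796 in December yak libraries, and of 3544538 in December Jeryak libraries. A single copy therefore stood for a norm value of 0.730 to 3.30 in the first 3 groups and of 0.127 to 0.269 in December Jeryak milk, where entries of low abundance were easier to detect. In December Jeryak milk the summed copies came to 138 to 207% of the valid reads, and in June milk to 4.37 to 15.1%, so they are not a share of those reads. Only 224 entries were above 0 in all 12 libraries, and 1087 were above 0 in a single library. bta-miR-30a-5p, a miRNA long known to be abundant in milk, took 84334 ± 35370 in June Jeryak and 107945 ± 8737 in December yak milk (norm value, mean ± SD, n = 3). Predicted candidates together took 7.99 ± 1.80% of the summed norm values in June Jeryak and 6.85 ± 2.05% in June yak milk, against 0.918 ± 0.554% and 3.95 ± 2.06% in the December milk of Jeryak and yak. Replicates of a June group had correlations of 0.766 to 0.813 across entries, and replicates of a December group 0.941 to 0.974.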

Further miRNA identification and prediction analysis were performed on the valid data (Supplementary Materials, Table S1). The length of identified miRNAs was determined by assuming that the horizontal coordinate is the miRNA length and the vertical coordinate is the percentage of de-duplicated miRNAs (reason for de-duplication: the precursor of a miRNA is simultaneously compared to two positions of the genome). 

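Among the 2204 distinct sequences of the table, 771 (35.0%) had 19 nt, and 99.3% had 18 to 24 nt. The peak at 19 nt came from the predicted candidates, of which 663 of 1153 (57.5%) had this length. Entries named after cattle precursors had their peak at 22 nt, with 221 of 551 (40.1%), as did all entries with a precursor in miRBase, with 330 of 1051 (31.4%). Among sequences with at least 10 copies over the 12 libraries, 22 nt was again the most common length (22.7%). When each sequence was weighted by its norm value, 22 nt led in each of the 12 libraries, between 42.8 and 64.5%. Sequences of 22 nt, the length of bta-miR-148a, held 48.8 ± 5.06% of the norm values in June Jeryak milk, 44.6 ± 1.56% in June yak milk, 56.2 ± 8.15% in December Jeryak milk and 45.0 ± 2.22% in December yak milk (SD, n = 3). Sequences of 19 nt held 5.29 ± 1.18% and 2.88 ± 1.15% in the June milk of Jeryak and yak, and 1.16 ± 0.198% and 1.84 ± 0.513% in their December milk.

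**Figure D1:**
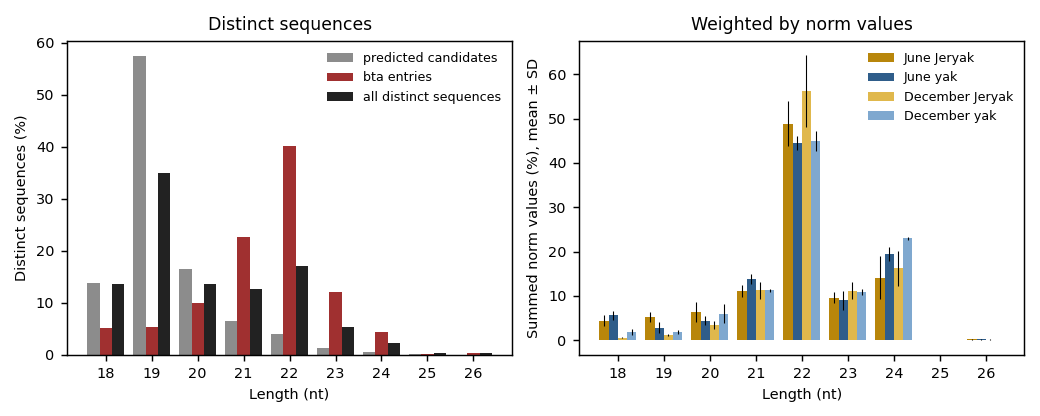
Length of miRNA sequences in nt on both horizontal axes, with the share of distinct sequences in % for predicted candidates, bta entries and all sequences on the left, and the share of summed norm values in % on the right (bars, mean; lines, SD; 3 libraries per group). Distinct sequences have their peak at 19 nt (35.0%) and norm values at 22 nt in all 4 groups.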

The miRNA length distribution was mainly between 18–24 nt, with 19 nt accounting for the largest proportion (Supplementary Materials, Figure S1). The sequence length is typical of Dicer enzyme cleavage and reflects the accuracy of the miRNA sequencing.

### 3.4. Analysis of Differential miRNAs

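In June milk, bta-miR-6524_R+1 had a norm value of 157 ± 27.7 in Jeryak and 18.9 ± 7.09 in yak (SD, n = 3), a log2 fold change of 3.04 (standard error 0.57, adjusted p = 0.0064 from limma). bta-miR-181c_R-2, of a family known for its part in lymphocytes, had 13.5 ± 4.96 in Jeryak and was listed at 0 in all 3 yak libraries (adjusted p = 0.0098). bta-miR-2285k_R+1, of a large miRNA family found in cattle, had 39.8 ± 31.4 in Jeryak and was likewise listed at 0 in all 3 yak libraries (adjusted p = 0.0034). In the other direction, mmu-mir-6236-p5_1ss15CG was listed at 0 in all 3 Jeryak libraries and had 178 ± 104 in yak (adjusted p = 5.6e-04). bta-miR-6524_R+1 and bta-miR-181c_R-2 are given here because they also passed in December. bta-miR-182_R-2 had 539 ± 81.0 and 175 ± 43.2, with every Jeryak library above every yak library, but missed the threshold over all entries (log2 fold change 1.64, adjusted p = 0.065). Of the 3 miRNAs of its cluster, none passed over all entries and 1 was higher when adjusted over the list alone. Of 18 milk-abundant miRNAs none passed, also when adjusted over the list alone (camera adjusted p = 0.42), with log2 fold changes of 0.28 for bta-miR-148a (adjusted p = 0.57) and -0.65 for bta-miR-30a-5p (adjusted p = 0.25). Of the 14 miRNA lists, none had a camera adjusted p under 0.05 in this comparison, and the lowest was 0.14 for the miR-30 family. Members passed in a pair of lists only, 1 higher of 17 miR-2284 and miR-2285 entries (1 higher when adjusted over the list alone) and 1 higher and 2 lower of 27 entries that resemble structural RNA (5 higher and 2 lower when adjusted over the list alone), a list made after the names in Table S2 had been read. Without June yak replicate 1 the structural list had 4 higher and none lower. It had none without December Jeryak replicate 3 or June yak replicate 3. Without June yak replicate 3 the miR-2284 and miR-2285 entries had 2 higher. Of 620 entries tested with limma, 31 passed, 16 higher and 15 lower in Jeryak, among them 6 higher and 1 lower bta entry and 17 predicted candidates. By the paper's criteria, unadjusted p and a log2 fold change of at least 1 on the norm values, 22 of 1730 entries passed, 9 of them bta entries and 9 predicted candidates. None passed by the paper's test with a Benjamini-Hochberg adjusted p under 0.05, against 25 with an unadjusted p under 0.05 and the 31 by limma. The limma count was 58 without June yak replicate 1, 48 higher and 10 lower, and 20 without December Jeryak replicate 3. Over the 6 June libraries alone it was 3, and the calls of bta-miR-6524_R+1, bta-miR-2285k_R+1 and mmu-mir-6236-p5_1ss15CG were lost. With a variance of its own for each group the count was 16 and the calls of bta-miR-181c_R-2 and bta-miR-2285k_R+1 were lost, the first also with 10 added to the norm values in place of 1 and with limma's voom weights.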

A total of 22 DEMs were identified in group P1, of which 14 were upregulated and 8 were downregulated. 

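In Jeryak milk, miRNAs known from immune cells were lower in June than in December. Of 12 such miRNAs, 9 were lower, none was higher and 3 did not pass (9 lower when adjusted over the list alone, camera adjusted p = 0.0016, and adjusted p = 0.74 with an estimated correlation). bta-miR-142-5p_L+2R-1, a miRNA of blood-forming cells, had a norm value of 21.9 ± 21.3 in June and 1796 ± 2672 in December (SD, n = 3), a log2 fold change of -6.06 (adjusted p = 0.0037 from limma). bta-miR-150_R-1, known from lymphocytes, was listed at 0 in all 3 June libraries and had 399 ± 572 in December (adjusted p = 1.8e-04). The December means came mostly from replicate 2, with 4882 of bta-miR-142-5p_L+2R-1 against 249.6 and 256 in the other libraries. Without December Jeryak replicate 2 the list had 3 lower members, without June Jeryak replicate 3 it also had 3, and over the 6 Jeryak libraries alone it had 3. bta-miR-205_R+1, known from basal epithelial cells, had 27.3 ± 21.1 in June and 187 ± 50.4 in December (6.85-fold lower, adjusted p = 0.0063), the 1 lower of 8 epithelial miRNAs (1 when adjusted over the list alone, camera adjusted p = 0.42). bta-miR-98, of the let-7 family that restrains cell growth, had 143 ± 84.4 and 558 ± 100.5 (log2 fold change -2.09, adjusted p = 0.0084). Of 9 let-7 and miR-98 members 2 were lower (2 when adjusted over the list alone, camera adjusted p = 0.023, and adjusted p = 0.74 with an estimated correlation), 1 without December Jeryak replicate 2 or June Jeryak replicate 3, 6 without June Jeryak replicate 1 and 4 without June yak replicate 3. Of 13 members of the miR-17 to miR-92 clusters 3 were lower (3 when adjusted over the list alone, camera adjusted p = 0.026, and adjusted p = 0.74 with an estimated correlation), none without December Jeryak replicate 2, and 5 without December Jeryak replicate 1 or June yak replicate 3. Camera sets each list against all other tested entries, among which predicted candidates were mostly higher in June. Its results for these lists may come partly from that background.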

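Other miRNAs were higher in June Jeryak milk. bta-miR-320a, which is made without the usual Drosha step, had a norm value of 57825 ± 39122 in June and 4769 ± 904 in December (SD, n = 3), a log2 fold change of 3.32 (standard error 0.57, adjusted p = 5.2e-04 from limma). bta-miR-486, abundant in red blood cells, had 94.2 ± 41.2 and 8.94 ± 2.61 (log2 fold change 3.17, adjusted p = 0.0026), while 4 of 9 blood cell miRNAs were lower and 1 higher (4 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.34). Without December Jeryak replicate 2 this became 2 lower and 2 higher, and without June Jeryak replicate 2 it had 3 higher. Among entries that resemble structural RNA, 13 of 27 were higher and 2 lower (13 and 2 when adjusted over the list alone, camera adjusted p = 0.091), among them mmu-miR-5106_R-4_1ss1AG with 4064 ± 2440 in June and 6.93 ± 8.50 in December (log2 fold change 9.41, adjusted p = 1.3e-06). In the miR-15, miR-16 and miR-195 family 3 of 4 were lower (3 when adjusted over the list alone, camera adjusted p = 0.057), in the miR-30 family 3 of 6 (3 when adjusted over the list alone, camera adjusted p = 0.11), and 1 higher and 1 lower of 18 milk-abundant miRNAs passed (1 higher when adjusted over the list alone, camera adjusted p = 0.27). The 3 of the miR-30 family became 1 without any one December Jeryak library, without June Jeryak replicate 2 or 3 or over the 6 Jeryak libraries alone. The milk-abundant list had 5 lower without June Jeryak replicate 1 and none lower without either December Jeryak replicate 1 or 2. Over all entries 253 of 620 passed with limma, 179 higher and 74 lower in June. The higher ones included 108 predicted candidates, against 2 lower, while bta entries were mostly lower, 50 against 14 higher. With bta entries alone 46 passed, 10 higher and 36 lower. By the paper's criteria 120 of 2044 entries passed, 51 higher and 69 lower in June, 34 of them bta entries and 31 predicted candidates. Of these 120, 78 were listed at 0 in one of the groups, 28 higher and 50 lower in June (16 higher without June Jeryak replicate 1, 20 lower without December Jeryak replicate 1). With a group mean of at least 10 required, 72 passed, and the balance turned to 50 higher and 22 lower. It was 53 higher and 29 lower with thinned libraries and 164 and 121 on log2 of the norm value plus 1. Without December Jeryak replicate 1, 2 and 3 it was 49 and 34, 49 and 44, and 49 and 43. With Benjamini-Hochberg adjustment of the paper's test none passed, against 127 with an unadjusted p under 0.05 and the 253 by limma.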

A total of 120 DEMs were identified in group P2, of which 51 were upregulated and 69 were downregulated. 

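In December milk, the miRNAs of the miR-183, miR-96 and miR-182 cluster, which are transcribed together and known from epithelial and sensory cells, were higher in Jeryak than in yak. bta-miR-182_R-2 had a norm value of 252 ± 121 in Jeryak and 28.3 ± 3.69 in yak (SD, n = 3), a log2 fold change of 2.97 (standard error 0.46, adjusted p = 0.0023 from limma). bta-miR-96_R-2 had 220 ± 113 and 24.8 ± 11.6 (log2 fold change 3.03, adjusted p = 0.0093), and bta-miR-183_R-1 had 66.3 ± 40.2 and 5.45 ± 9.44 (log2 fold change 4.46, adjusted p = 0.020). All 3 passed over all entries and when adjusted over the list alone (camera adjusted p = 2.6e-04, and adjusted p = 0.45 with an estimated correlation). Without December Jeryak replicate 1 or December yak replicate 3 only 1 of the 3 passed, and bta-miR-183_R-1 also missed the threshold without December Jeryak replicate 3 (adjusted p = 0.080) or December yak replicate 1 (adjusted p = 0.063), over the 6 December libraries alone and with no minimum norm value. bta-miR-6524_R+1 had 115 ± 4.06 in Jeryak and was listed at 0 in all 3 yak libraries (adjusted p = 1.7e-05), and bta-miR-181c_R-2 had 21.7 ± 10.2 and was also listed at 0 there (adjusted p = 0.0045). Lower in Jeryak was ssc-miR-1285_L-1R+1, with 1023 ± 713 against 12556 ± 3788 in yak (log2 fold change -3.79, adjusted p = 0.0042). mmu-miR-5100_L+2R-1 had 2.21 ± 1.59 and 219 ± 63.1 (log2 fold change -6.22, adjusted p = 4.3e-04). Of 27 entries that resemble structural RNA 6 were lower and 1 higher in Jeryak (10 lower and 2 higher when adjusted over the list alone, camera adjusted p = 2.6e-04, and adjusted p = 0.45 with an estimated correlation), with 3 lower without December Jeryak replicate 1 or December yak replicate 3.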

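In the bovine miR-2284 and miR-2285 family, 1 of 17 entries was higher in December Jeryak than in December yak milk (3 when adjusted over the list alone, camera adjusted p = 0.031, and adjusted p = 0.74 with an estimated correlation). None of the 17 passed without December Jeryak replicate 1 or 2 or without any one of the 3 December yak libraries. The number was 2 without December Jeryak replicate 3, 6 with a variance of its own for each group and 3 over the 6 December libraries alone. Among immune cell miRNAs 1 of 12 was higher (1 when adjusted over the list alone, camera adjusted p = 0.11). This one, bta-miR-21-5p_R-2, missed the threshold without any one of 10 of the 12 libraries (adjusted p = 0.19 without December Jeryak replicate 2). bta-miR-142-5p_L+2R-1 missed the threshold (log2 fold change 3.76, adjusted p = 0.14), with 51.6 ± 18.2 in yak milk (SD, n = 3). bta-miR-146b also missed it (log2 fold change -1.45, adjusted p = 0.13). The epithelial list had 1 lower member of 8 (1 when adjusted over the list alone, camera adjusted p = 0.60), the milk-abundant list 1 higher and 1 lower of 18 (1 and 1 when adjusted over the list alone, camera adjusted p = 0.98). The epithelial member, bta-miR-375_L-1, missed the threshold without any one of 7 libraries (adjusted p = 0.18 without December Jeryak replicate 2). Neither list had a call without December Jeryak replicate 1 or 2. Over all entries 37 of 620 passed with limma, 12 higher and 25 lower in Jeryak, with 10 bta entries among the higher and 16 entries of other species among the lower. By the paper's criteria 78 of 1189 entries passed, 55 higher and 23 lower, of which 34 were bta entries and 38 entries of other species. Of the 55 higher entries 35 were listed at 0 in all 3 yak libraries (23 without December Jeryak replicate 1, 61 without December yak replicate 1). With a group mean of at least 10 required, 35 passed, and the balance turned to 16 higher and 19 lower. With thinned libraries it was 22 higher and 28 lower, while on log2 of the norm value plus 1 it was 90 and 64, and more were higher than lower without any one library. With Benjamini-Hochberg adjustment of the paper's test none passed, against 84 with an unadjusted p under 0.05 and the 37 by limma. The limma count was 118 when each group was given its own variance, 57 over the 6 December libraries alone, 15 without December Jeryak replicate 1 or December yak replicate 3, 18 without December Jeryak replicate 2 and 17 without December yak replicate 2.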

In group P3, 78 DEMs were identified, of which 55 were upregulated and 23 were downregulated. In group P4, 62 DEMs were identified (21 upregulated and 41 downregulated DEMs). 

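In yak milk, the cluster of miR-183, miR-96 and miR-182 was higher in June than in December. The log2 fold change was 2.56 for bta-miR-182_R-2 (standard error 0.46, adjusted p = 6.8e-04 from limma), 3.21 for bta-miR-96_R-2 (adjusted p = 8.6e-04) and 4.31 for bta-miR-183_R-1 (adjusted p = 0.0049), with every June library above every December library. All 3 passed over all entries and when adjusted over the list alone (camera adjusted p = 0.12). bta-miR-183_R-1 missed the threshold over the 6 yak libraries alone and with a variance of its own for each group. In Jeryak milk 1 of the 3 was higher in June (none when adjusted over the list alone, camera adjusted p = 0.60). This was bta-miR-182_R-2 (log2 fold change 1.23, adjusted p = 0.048), which missed the threshold without any one of 9 of the 12 libraries (adjusted p = 0.19 without December Jeryak replicate 2). For none of the 3 was the change with the month shown to differ between the breeds (adjusted p = 0.25 to 0.29 for the interaction). bta-miR-186 had a norm value of 24910 ± 6580 in June and 10171 ± 1723 in December (SD, n = 3), a log2 fold change of 1.27 (adjusted p = 0.0020). bta-miR-128, known from brain, had 144 ± 28.2 and 35.5 ± 10.6 (log2 fold change 2.01, adjusted p = 0.0076), the 1 higher of 2 tested members of a list of 13 muscle, liver and neural miRNAs (1 when adjusted over the list alone, camera adjusted p = 0.53). Lower in June were bta-miR-652_R+1, with 393 ± 55.0 and 1077 ± 73.0 (log2 fold change -1.46, adjusted p = 0.0057), and bta-let-7g, with 5389 ± 1586 and 11521 ± 1224 (log2 fold change -1.14, adjusted p = 0.0060). Of 9 let-7 and miR-98 members 3 were lower (3 when adjusted over the list alone, camera adjusted p = 0.045, and adjusted p = 0.74 with an estimated correlation), and 1 without December yak replicate 3, without June yak replicate 3 or over the 6 yak libraries alone. The camera result is relative to all other tested entries, among which predicted candidates were mostly higher in June. bta-miR-145_R-2, known from smooth muscle, was listed at 0 in all 3 June libraries and had 90.0 ± 53.5 in December (adjusted p = 8.6e-04), the 1 lower of 11 stromal and endothelial miRNAs (1 when adjusted over the list alone, camera adjusted p = 0.42, and 2 lower without June yak replicate 3). mmu-mir-6240-p5, one of the entries that resemble structural RNA, had 8240 ± 4391 and 232 ± 52.5 (log2 fold change 5.01, adjusted p = 5.1e-06), but of 27 such entries 7 were higher and 7 lower (8 and 8 when adjusted over the list alone, camera adjusted p = 0.59). Over all entries 211 of 620 passed with limma, 140 higher and 71 lower in June, with 87 predicted candidates higher and 7 lower, and 18 bta entries higher and 36 lower. With bta entries alone 41 passed, 15 higher and 26 lower. By the paper's criteria 62 of 1109 entries passed, 21 higher and 41 lower in June, 34 of them bta entries, and 41 without December yak replicate 3. The balance turned to 117 higher and 67 lower on log2 of the norm value plus 1, and was 34 and 33 without June yak replicate 2 and 20 and 21 without December yak replicate 3. With Benjamini-Hochberg adjustment of the paper's test none passed, against 71 with an unadjusted p under 0.05 and the 211 by limma.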

(Supplementary Materials, Table S2). The volcano plots of all four groups are shown in Figure 3. The heat map of DEMs of all four groups are shown in sup-plementary materials, Figure S2.

### 3.5. Enrichment Analysis of Target Genes

To further investigate the biological functions regulated by the DEMs, the target genes of the significantly DEMs were predicted separately using TargetScan and Miranda. The intersection of the two software was taken as the final list of target genes. The results of the top 20 enriched GO terms and KEGG pathways showed that the four groups were mainly enriched for extracellular exosome, zinc ion binding, cytoplasm, etc. KEGG functional analysis of the identified target genes showed that they were mainly enriched in Axon guidance, MAPK signaling pathway, and Ras signaling pathway, etc. (Figure 4).

## 4. Discussion

Yak is a unique livestock resource in the Qinghai–Tibet Plateau and its adjacent areas in China. The yak is the only breed of cattle that is able to take advantage of the alpine grasslands of the Qinghai–Tibet Plateau at an altitude of over 3000 m for animal production. Yak milk is characterized by its high content of dry matter and fat: both colostrum and regular milk have a higher content of dry matter, milk fat, protein, lactose, and other nutrients than cow’s milk, and yak milk has large fat globules (10.28 μm) with high milk fat content. Yak milk is the ideal source of raw milk to be processed into cream and its products [25]. Compared to butter from cow, sheep and goat, butter from yak has higher contents of conjugated linoleic acid, monounsaturated fatty acids, oleic acid, and n-3 long-chain polyunsaturated fatty acids and the lowest content of saturated fatty acids [26]. Under the same feeding conditions, cattle x yak hybrid milk yield is significantly higher than that of yak, but the milk fat and dry matter content of cattle x yak hybrid milk are lower than that of yak milk [27]. Our characterization confirms these previous findings. The lactose content of yak and Jeryak milk obtained in December was lower than that obtained in June. During winter in the alpine areas, yaks need more energy to keep warm while grass withers and turns yellow, cellulose content increases, and nutrient content decreases [28].

Milk contains a large number of exosomes that, because of their unique bilayer membrane structure, can be used as drug delivery carriers, alleviate inflammation, and have important applications and research value as biomarkers of the health status of different organisms [29]. Exosome extraction methods include ultra-high-speed centrifugation, density gradient centrifugation, and the use of specific kits. However, due to the high abundance of casein in yak milk, it is difficult to isolate and purify yak milk exosomes [30]. In this study, density gradient centrifugation was used to extract the milk exosomes of yak and Jeryak, and the appearance as well as particle size was consistent with the typical characteristics of exosomes. Gao [31] found that the rennet-assisted optimization method (ultra-high-speed centrifugation + rennet precipitation) can effectively extract exosomes from bovine or Yak milk. The principle is based on the effective binding of rennet to casein in cow’s milk, which facilitates the removal of casein from cow’s milk.

Further, miRNAs are involved in the regulation of lactation signaling pathways, physiological processes, health [32], and the properties of milk [33,34]. For example, miR-100 and miR-146b target mammary gland metabolism via the mTOR signaling pathway, and their differential expression correlated with milk yield. Similarly, miR-100, miR-30e-5p, miR-25, and miR-16a target lipid metabolism and promote milk fat synthesis [35]. In this study, we compared the expression profiles of yak and Jeryak exosome DEMs. We found that most of the DEMs were enriched for the same functions and signal pathways, such as extracellular exosomes, zinc ion binding, protein binding, axon guidance, MAPK signaling pathway, Ras signaling pathway, and other signaling pathways related to lactation and milk quality. Studies have shown that the PI3K–AKT signaling pathway interacts with the JAK–STAT signaling pathway and MAPK signaling pathway, both of which play an important role in regulating the synthesis and secretion of milk components and other biological processes [36]. Moreover, miRNA plays an important regulatory role in mammary gland milk fat synthesis. 

In this study, miRNAs associated with mammary gland milk fat were identified among the four groups of DEMs. 

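Of the miRNAs that the discussion of the paper names for lactation, bta-miR-146b, a miRNA induced by inflammatory signals, was lower in yak milk in June, with a norm value of 63.6 ± 10.5 against 531 ± 166 in December (SD, n = 3), 8.35-fold lower (adjusted p = 4.4e-04 from limma). In Jeryak milk it had 116 ± 67.3 in June and 202 ± 104 in December (log2 fold change -0.83, adjusted p = 0.21), and the change with the month was not shown to differ between the breeds (adjusted p = 0.13 for the interaction). bta-miR-26b was lower in June in Jeryak milk, with 3957 ± 2534 against 12911 ± 1946 (log2 fold change -1.87, adjusted p = 0.0033), and in yak milk, with 4734 ± 1835 against 10680 ± 509 (log2 fold change -1.26, adjusted p = 0.032). The yak call was lost without December yak replicate 1 (adjusted p = 0.069), 2 (0.077) or 3 (0.085) and without June yak replicate 3 (0.12), with no minimum norm value, over the 6 yak libraries alone and over bta entries alone. bta-miR-30e-5p, of the miR-30 family that is abundant in milk, had 6096 ± 1182 in June and 10804 ± 1057 in December Jeryak milk (log2 fold change -0.84, adjusted p = 0.013). In December its higher value in Jeryak than in yak milk, 6300.4 ± 333, missed the threshold (log2 fold change 0.77, adjusted p = 0.076). bta-miR-25 had 1981 ± 41.9 in June and 4659 ± 2305 in December Jeryak milk (log2 fold change -1.13, adjusted p = 0.015), a call that was lost without December Jeryak replicate 2 (adjusted p = 0.065), with no minimum norm value, over the 6 Jeryak libraries alone and with a variance of its own for each group. bta-let-7c missed the threshold in Jeryak milk (log2 fold change -1.61, adjusted p = 0.080) and in yak milk (log2 fold change -1.64, adjusted p = 0.084), as did bta-miR-26a (log2 fold change -0.81 and -0.89, adjusted p = 0.080 and 0.065). bta-miR-199c_L-1R+2 had 2.75 ± 1.29 in December Jeryak and 19.1 ± 6.16 in December yak milk, with no overlap between the libraries, as chance gives for 10% of entries, and did not pass (log2 fold change -2.44, adjusted p = 0.26). These are also the values of eca-miR-199a-3p_R-1, which has the same sequence. bta-miR-100_R-1_1ss16AT, whose name marks a changed base against miR-100, has the same values in all libraries as the bta-miR-99a entry. It passed in none of the 4 groups, which does not show how miR-100 itself behaved. bta-miR-130a_R-2 was too low for the test, with 7.01 ± 2.41 in December Jeryak and 1.22 ± 2.11 in December yak milk, and bta-miR-181d_R+1 had 11.1 ± 1.84 in December Jeryak milk and was listed at 0 in the other 9 libraries. Of the 11 tested miRNAs of the 13 on this list, none passed in P1 or P3, and 1 was higher and 4 were lower in each of P2 and P4 (in P2 the same counts and in P4 1 and 5 when adjusted over the list alone, camera adjusted p = 0.060 and 0.062). Only bta-miR-26b and bta-miR-16a were among the lower ones in both. In P4 1 was lower without December yak replicate 1 or 3 or June yak replicate 3, and 2 without December yak replicate 2. None was higher there without December yak replicate 1 or 2 or June yak replicate 2 or 3. In P2 7 were lower without June Jeryak replicate 1. The study named these miRNAs partly from these libraries, so the list is not independent evidence.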

Overexpression of miR-130a significantly decreased the levels of triacylglycerol (TAG) and inhibited the formation of lipid droplets, while inhibition of miR-130a led to more lipid droplet formation and TAG accumulation in bovine mammary epithelial cells (BMEC). This suggests that miR-130a may be used to improve the beneficial constituents of cow milk [37]. In addition, bta-miR-199c may be an important regulator of adipogenesis and metabolism in the bovine mammary gland [38]. In another study, bta-miR-146b was upregulated in Holstein cows at 30 days of gestation under the hypotheses that it is related to mammary gland development [39] and is a potential regulator of fatty acid synthesis [40]. Finally, bta-miR-26b plays an important role in the regulation of cell biology processes, whereby it participates in the early development of embryos, regulates cell proliferation, and affects pituitary hormone secretion and other physiological activities, including those related to reproductive functions [41]. 

The expression of miR-26 and its target gene family (carboxy-terminal domain RNA polymerase II polypeptide A small phosphatase, CTDSP) was significantly higher in dairy goats during the lactation period compared to the dry period. Expression levels peaked at the full lactation period, and CTDSP was moderately correlated with the content of total fat solids in the milk [42]. The role of target interleukin-1 (IL-1) in regulating the mammary gland function of dairy cows may be affected by bta-miR-181d and bta-let-7c [43]. The miRNAs mentioned above have been proven to play an important role in the lactation process. A previous study demonstrated that different miRNAs expression profiles were observed in Sahiwal (Bos indicus) and Frieswal (*Bos indicus* × *Bos Taurus*) under summer stress conditions. When compared to Sahiwal, Frieswal bta-miR-2478 was significantly up-regulated in the summer (*p* < 0.01) [44]. On the other hand, over the winter period, expression of bta-let-7b and bta-miR-16a was significantly lower than in the summer (*p* < 0.01) [45]. 

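bta-miR-16a, abundant in blood cells and known to restrain the cell cycle, had a norm value of 215 ± 155 in June and 1651 ± 840.5 in December Jeryak milk (SD, n = 3), a log2 fold change of -3.05 (standard error 0.69, adjusted p = 0.0038 from limma). In yak milk it had 405 ± 272 in June and 1320.2 ± 181 in December (log2 fold change -2.09, adjusted p = 0.033), a call that was lost without December yak replicate 1 (adjusted p = 0.074), 2 (0.087) or 3 (0.065), June yak replicate 3 (0.12) or June Jeryak replicate 2 (0.053), and under 4 other settings. bta-let-7b was also lower in June in yak milk, with 9593 ± 3943 against 23182 ± 3072 (log2 fold change -1.37, adjusted p = 0.024), a call that was lost without December yak replicate 1 (adjusted p = 0.079) or 3 (0.059) or June yak replicate 3 (0.093), and under 3 other settings. Its value in Jeryak milk, 11020 ± 5054 against 18915 ± 6387, moved the same way without passing (log2 fold change -0.85, adjusted p = 0.12). bta-miR-2478_L-2, one of the entries that resemble structural RNA, was higher in June, with 702 ± 156 against 107 ± 16.6 in Jeryak milk (log2 fold change 2.69, adjusted p = 4.0e-04). In yak milk it had 369 ± 87.3 against 160.4 ± 95.6 (log2 fold change 1.33, adjusted p = 0.034), a call that was lost without December yak replicate 1 (adjusted p = 0.096) or 2 (0.14) or June yak replicate 2 (0.080) or 3 (0.092), with library totals as the scale and under 5 other settings. For none of the 3 did the change with the month pass a test of a difference between the breeds (adjusted p = 0.61, 0.65 and 0.27 for the interaction). In June itself bta-miR-2478_L-2 had a log2 fold change of 0.93 between Jeryak and yak (adjusted p = 0.26), with no overlap between the libraries, as chance gives for 10% of entries. The Jeryak and yak comparisons of the months share no library, and of the 253 entries that passed in Jeryak milk 236 (93.3%) moved the same way in yak milk. Without June yak replicate 1 the share was 83.8% and without June yak replicate 3 it was 85.1%, and entries are not independent replicates. A batch common to both breeds, which cannot be told apart from the month, could give the same agreement. Of 132 entries that passed in both, 100 were higher in June in both and 30 lower in both. The 100 were 65 predicted candidates, where 53.7 would be shared by chance within the class, 26 entries of other species (10.3 by chance) and 9 bta entries (1.00 by chance). The 30 were 20 bta entries (7.17 by chance) and 10 of other species (3.18 by chance). These chance numbers take the calls in both breeds as independent. Both came from the same fit, with the same standard error for an entry, so the chance numbers may be too low. By class, 61 of 64 bta entries, 73 of 79 of other species and 102 of 110 predicted candidates moved the same way. The paper sets its comparison of the months beside earlier reports on these 3 miRNAs.

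**Figure D2:**
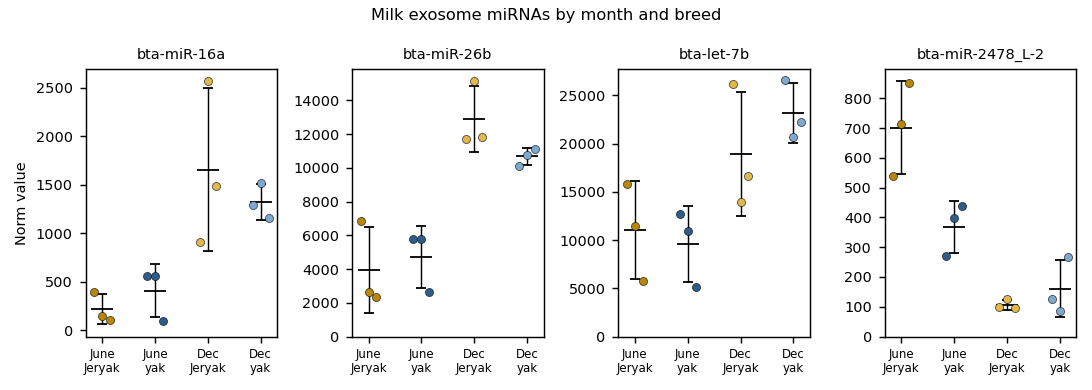
Norm values (vertical axis, linear, no unit) of bta-miR-16a, bta-miR-26b, bta-let-7b and bta-miR-2478_L-2 in June and December milk of Jeryak and yak (dots, single libraries; black lines, mean ± SD, n = 3). bta-miR-16a, bta-miR-26b and bta-let-7b have lower means in June than in December in both breeds, and bta-miR-2478_L-2 has higher ones.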

Our study also compared the expression of exosome miRNAs in yaks and Jeryaks over different seasons and noted that our transcriptome analysis concurred with the previous reports. In addition, we also analyzed the expression of exosome miRNAs in yaks and Jeryaks in the same season. 

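Averaged over the months, bta-miR-6524_R+1, listed at 0 in December yak milk, was higher in Jeryak than in yak milk (adjusted p = 1.3e-05 from limma). bta-miR-182_R-2 was higher by 2.30 on the log2 scale of norm value + 1 (adjusted p = 0.0020) and bta-miR-96_R-2 by 2.09 (adjusted p = 0.011, a call lost with a variance of its own for each group). mmu-mir-6240-p5, which resembles structural RNA, was lower in Jeryak milk, with an average of -2.12 (adjusted p = 0.0028), and so was bta-miR-11985_L-2_1ss4AC with -4.76 (adjusted p = 0.0025). In all, 41 of 620 entries passed for this average, 19 higher and 22 lower in Jeryak. Without June yak replicate 1 this was 39 higher and 20 lower, and with 10 added to the norm values in place of 1 it was 13 higher and 34 lower. The count was 17 without December Jeryak replicate 1, 19 without December Jeryak replicate 2 and 27 without December yak replicate 2. Several of the 41 were listed at 0 in both breeds in a single month, such as PC-3p-9570_769 in December and PC-3p-6267_1215 in June. For these the average rests on the difference in the other month alone. Of the entries called in June and in December 5 were shared, all in the same direction, where 0.310 higher and 0.605 lower would be shared by chance. The 4 higher ones were bta-miR-6524_R+1, bta-miR-181c_R-2, bta-miR-2285k_R+1 and bta-miR-11975_L-1, and the lower one was mmu-mir-6240-p5. The chance numbers take the calls in June and in December as independent. Both came from the same fit, with the same standard error for an entry, so these numbers may be too low. Without December Jeryak replicate 1, or without December yak replicate 2 or 3, 2 entries were shared, without December Jeryak replicate 3 the number was 3, and without June Jeryak replicate 1 it was 8, of which 5 moved in the same direction. bta-miR-6524_R+1 and bta-miR-181c_R-2 passed in both months under each library left out. Across the 620 entries, which are not independent replicates, the log2 fold changes between the breeds in June and in December had a correlation of 0.088. The paper sets the comparison within a season beside differences in mammary gland development between cattle breeds.

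**Figure D3:**
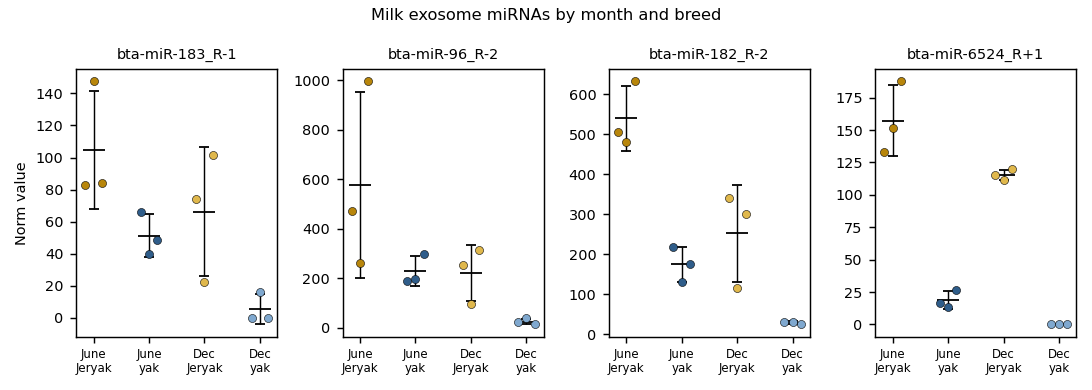
Norm values (vertical axis, linear, no unit) of bta-miR-183_R-1, bta-miR-96_R-2, bta-miR-182_R-2 and bta-miR-6524_R+1 in June and December milk of Jeryak and yak (dots, single libraries; black lines, mean ± SD, n = 3). All 4 have higher means in Jeryak than in yak milk in both months, and bta-miR-6524_R+1 is listed at 0 in all 3 December yak libraries.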

We noted that mammary gland development potential for beef cattle differed from dairy cattle and mammary gland development intensity and that productivity of beef cattle breeds was much less [46]. These differences may result from different levels of genetic and central endocrine regulation, but may also depend on intramammary factors, including the number of mammary gland stem cells and gene expression involved in the development of the mammary gland stem cell niche [47].

## 5. Conclusions

This study is the first to extract and identify milk exosomes from yaks and Jeryaks over different seasons. The animals’ lactation performance was established, while the exosomes miRNA expression profiles were compared between animal species and different seasons. From the analysis, miRNAs and pathways related to lactation performance were identified. We propose to extend this study by selecting significant DEMs for functional verification to identify the key miRNAs affecting lactation performance. Collectively, the data from these studies will provide a theoretical basis for improving the lactation performance of yaks and Jeryaks.

## Figures and Tables

**Figure 1:**
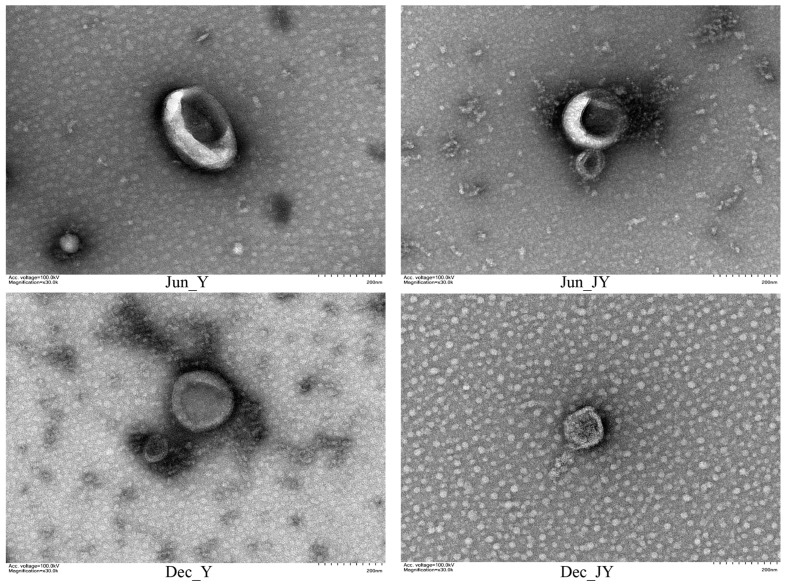
Milk exosomes from yak and Jeryak sampled in June and December as determined by transmission electron microscopy.

**Figure 2:**
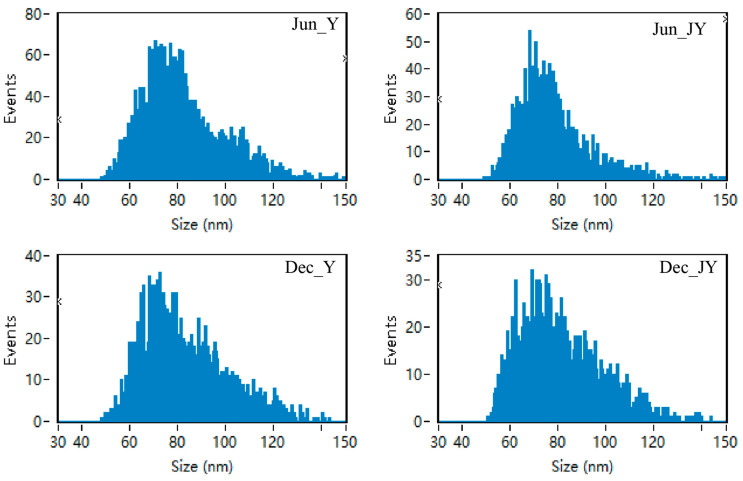
Range of milk exosomes particle sizes for yak and Jeryak milk collected in June and December.

**Figure 3:**
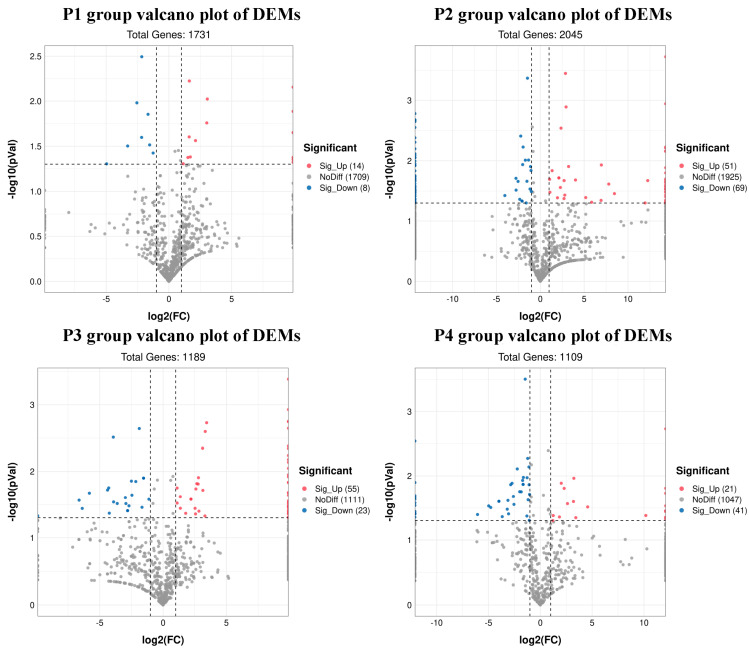
Volcano plots showing differentially expressed miRNAs (red and blue dots).

**Figure 4:**
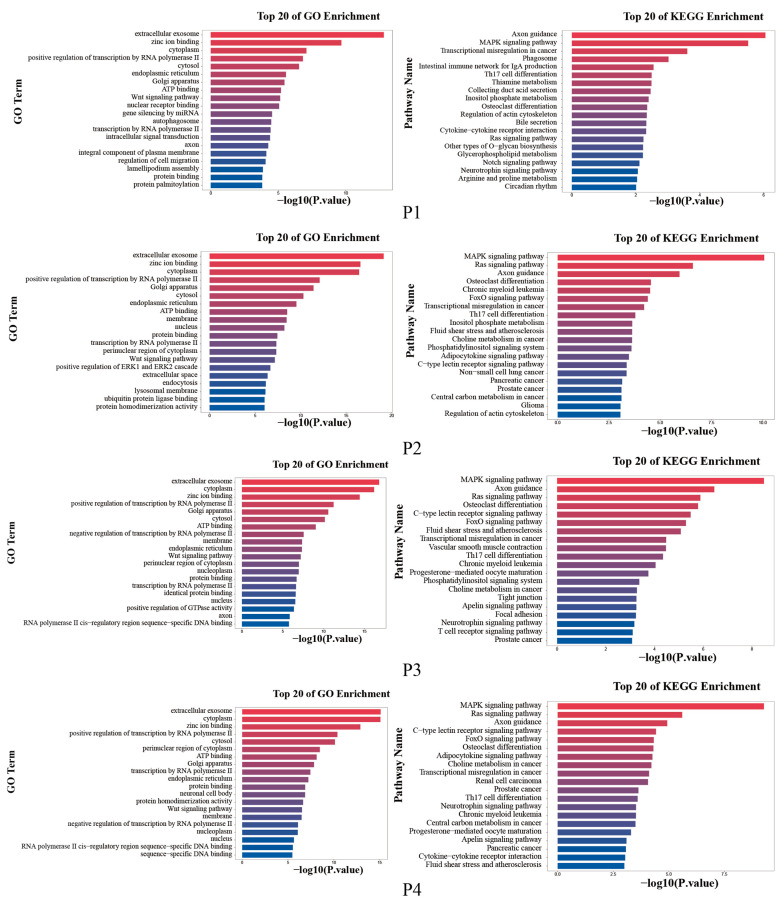
The top 20 enriched GO terms and KEGG pathways.

**Table 1:** Comparison between the milk quality of yak and Jeryak milk sampled in June (P1: Jeryak in June vs. Yak in June) and December (P3: Jeryak in December vs. Yak in December).

	June (P1)				December (P3)			
Milk Quality	Yak	Jeryak	Significance	*p*-Value	Yak	Jeryak	Significance	*p*-Value
Casein	3.739 ± 0.211	3.189 ± 0.209	**	<0.01	4.049 ± 0.692	3.754 ± 0.348		0.284
Protein	4.056 ± 0.206	3.831 ± 0.322		0.071	5.011 ± 0.927	4.746 ± 0.691		0.476
Fat	8.137 ± 2.095	4.670 ± 0.930	**	<0.001	7.399 ± 2.726	6.164 ± 1.471		0.241
TS	18.550 ± 1.950	14.367 ± 0.877	**	<0.001	18.195 ± 3.364	16.296 ± 1.782		0.146
SNF	10.402 ± 0.280	9.834 ± 0.338	**	<0.001	10.779 ± 0.630	10.094 ± 0.521	*	0.012
Lactose	5.275 ± 0.092	4.829 ± 0.180	**	<0.001	4.600 ± 0.340	4.333 ± 0.234		0.054
Freezing point	0.700 ± 0.000	0.600 ± 0.000	**	<0.001	0.737 ± 0.060	0.663 ± 0.052	**	0.005
Acidity	8.886 ± 0.788	8.953 ± 1.020		0.866	13.110 ± 2.523	11.625 ± 1.877		0.148
Citric acid	0.209 ± 0.221	0.208 ± 0.256		0.921	0.214 ± 0.437	0.166 ± 0.303	**	0.009

Note: ** *p* < 0.01, * *p* < 0.05.

**Table 2:** Comparison between the quality of milk sampled in June and December from Jeryak milk (P2: Jeryak in June vs. Jeryak in December) and Yak milk (P4: Yak in June vs. Yak in December).

	Jeryak (P2)				Yak (P4)			
Milk Quality	June	December	Significance	*p*-Value	June	December	Significance	*p*-Value
Casein	3.189 ± 0.209	3.754 ± 0.348	**	0.002	3.739 ± 0.211	4.0489 ± 0.692		0.181
Protein	3.831 ± 0.322	4.746 ± 0.691	**	0.001	4.056 ± 0.206	5.0105 ± 0.927	**	0.004
Fat	4.670 ± 0.930	6.164 ± 1.471	*	0.012	8.137 ± 2.095	7.3989 ± 2.726		0.462
TS	14.367 ± 0.877	16.296 ± 1.782	**	0.005	18.550 ± 1.950	18.1953 ± 3.364		0.762
SNF	9.834 ± 0.338	10.094 ± 0.521		0.191	10.402 ± 0.280	10.7789 ± 0.630		0.085
Lactose	4.829 ± 0.180	4.333 ± 0.234	**	<0.001	5.275 ± 0.092	4.5995 ± 0.340	**	<0.001
Freezing point	0.600 ± 0.000	0.663 ± 0.052	**	<0.001	0.700 ± 0.000	0.7368 ± 0.060		0.064
Acidity	8.953 ± 1.012	11.625 ± 1.877	**	0.001	8.886 ± 0.788	13.1095 ± 2.523	**	<0.001
Citric acid	0.208 ± 0.256	0.166 ± 0.303	**	0.004	0.209 ± 0.221	0.2140 ± 0.437		0.723

Note: ** *p* < 0.01, * *p* < 0.05.

**Table 3:** Milk exosomes particle size and concentration of yak and Jeryak sampled in June and December.

Sample Name	Mean Particle Size (nm)	Concentration (Particles/mL)
Jun_ Y	81.95	3.85 × 10^10^
Jun_ JY	77.80	2.05 × 10^10^
Dec_ Y	82.61	2.59 × 10^10^
Dec_ JY	80.82	6.89 × 10^9^

## Data Availability

The data were submitted to the database of the Gene Expression Omnibus (GEO). The accession number is GSE212938.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani12223189/s1, Figure S1: length distribution of miRNAs; Figure S2: Heat map of DEMs; Table S1: Raw reads and valid reads of miRNAs of milk-derived exosomes of Yak and Jeryak; Table S2: DEMs of four groups.

## Abbreviations

EV	extracellular vesicles
DEMs	differentially expressed miRNAs
miRNA	microRNA
Pol II	RNA polymerase II
UTR	untranslated regions

How the deposited data were processed for this re-analysis (not part of the article)

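Small RNA was sequenced from exosomes of yak and Jeryak milk taken in June and in December, with 3 libraries for each of the 4 groups. The spread between the 3 libraries of a group is called the spread between replicates here. Whether the same animals were milked in both months is left open. P2 and P4 were fitted without pairing, since the replicate numbers did not clearly pair the libraries. The own number was closest for replicate 2 alone in P2 and for replicate 3 alone in P4, a check too small to exclude pairing. The signal values were made by the authors and used as deposited. Reads had their adapters removed, low-complexity reads and reads matching mRNA, RFam and Repbase were taken out, and unique sequences of 18 to 26 nt were matched to miRBase precursors of cattle and then of other species, with one mismatch and variation at the ends allowed. Sequences left over were folded on a genome, whose build is not given in the sources used here, to give predicted candidates. The copy number of an entry, in which a read with several matches is shared out, was multiplied by 1 correction factor per library to give its norm value. The factors, read from the copy numbers and norm values side by side in Table S2, were 0.127 to 3.30. Norm values are not scaled to a fixed total, and their sums per library were 588715 to 816871. Whole read counts could not be recovered from them, so the tests on counts planned for that case were not used, and the test planned for norm values was the main one. For 1 line of the table no result is reported here.

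All 2263 entries were read and 620 were tested, those with a norm value of at least 10 in at least 3 of the 12 libraries (251 bta entries, 194 of other species and 175 predicted candidates). The log2 of the norm value plus 1 was fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, 1 mean per group and all 12 libraries in the fit. P1 compares Jeryak with yak in June, P2 June with December in Jeryak, P3 Jeryak with yak in December and P4 June with December in yak, and a positive log2 fold change means a higher value in the group named first. The average of P1 and P3 and their difference (the interaction of breed and month) came from the same fit. An entry passed at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Over the tested entries the median log2 fold change was 0.35 in P1, 0.61 in P2, 0.00 in P3 and 0.59 in P4, and 0.35 in P4 when values were scaled by library totals. Over bta entries alone it was -0.56 in P2 and -0.20 in P4 (-0.45 in P4 with library totals). The paper's criteria, an unadjusted p under 0.05 by its test and an absolute log2 fold change of at least 1 on the norm values, were applied to the 2 groups of each comparison as well. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

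The 14 lists of miRNAs gave 56 list comparisons, tested with camera at a preset correlation of 0.01 between members, with an estimated correlation and with fry, and each adjusted over the 56. The lists were milk-abundant miRNAs, miRNAs named in the discussion (13), the let-7 and miR-98 family, the miR-30 family, the miR-15, miR-16 and miR-195 family, the miR-17 to miR-92 clusters, the cluster of miR-183, miR-96 and miR-182, epithelial, immune cell, blood cell, stromal and endothelial, and muscle, liver and neural miRNAs, the bovine miR-2284 and miR-2285 family, and entries that resemble structural RNA. A member was represented by its entry with the highest mean. With an estimated correlation none of the camera calls held. Fry asks only whether the members move on balance one way. Its adjusted p was 0.027 for the immune cell list in P2, and 0.0052 for the miR-183 cluster and 0.027 for structural RNA in P3. It missed 0.05 for the other camera calls, let-7 and miR-98 in P2 (0.17) and P4 (0.24), miR-17 to miR-92 in P2 (0.12) and miR-2284 and miR-2285 in P3 (0.20). Fry also passed lists that camera did not call. These were structural RNA in P2 (8.2e-04) and, in P4, the miR-183 cluster (0.0052), the discussion (0.027) and muscle, liver and neural miRNAs (0.044). The test, the thresholds, the lists and the alternatives below were set before the deposited table was examined, apart from those named as added. Table S2, which holds values of the same libraries, had been seen when the test by the paper's criteria was set. The list of structural RNA was written after the names in it had been read.

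The miRNAs named in the text were chosen by a rule, and the values in Table S2 had been seen when it was written. It takes the 6 highest miRBase entries, in each comparison up to 6 entries in each direction with the largest change among those that passed without overlap between the libraries, with up to 2 predicted candidates in each direction, every miRNA of the discussion, up to 4 members of each list with the smallest p, and the 3 entries with the smallest p in each sheet of Table S2. Some entries have the same values in every library as another entry, bta-miR-100_R-1_1ss16AT, bta-miR-199c_L-1R+2 and bta-miR-27a-3p among them. Their values cannot be credited to the miRNA of their name alone. The first shares its values with bta-miR-99a, and the stromal and endothelial list holds an entry of each.

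The fit was tested on simulated data with the depth of the real libraries, in which 200 entries were changed between groups. Each group had a single spread for all entries, taken from its more abundant ones. Of entries changed 2-fold the fit found 12.9 to 28.8%, of those changed 4-fold 69.0 to 80.3% and of those changed 8-fold 95.3 to 98.5%. Of its calls 0 to 8.94% were false, depending on the comparison, the highest in P1. Real entries differ in spread, and many are at 0 in a whole group, so these rates may not hold for them. In a simulation of 20 lists, 5 of 5 raised lists and 1 unchanged list were called. Its members varied independently, while real members had estimated correlations such as 0.59 for let-7 and miR-98 and 0.53 for the miR-183 cluster. The simulation therefore does not show how often real lists are called falsely. A value of 3 copies corresponds to a norm value of 0.381 to 0.808 in December Jeryak libraries and of 2.19 to 9.90 in the other libraries. Against a group listed at 0 in all libraries no fold change is given.

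The alternatives were library totals and median-of-ratios factors for the scale, 10 in place of 1 added to the norm values, no filter, a mean of at least 50 copies, miRBase or bta entries alone, the libraries of one comparison alone, each library left out, libraries paired by replicate number, identical entries collapsed, libraries thinned to 247494 copies, and the fit without the 10 highest entries. Added after the data were seen were limma's voom weights on copies, sequences of 21 to 24 nt alone, a variance for each group, list tests under other scales, list members counted without each library, the comparison of predicted candidates higher in June with the other tested candidates, and divisions of the breeds within each month for the interaction. Target genes, GO and KEGG terms and milk composition were not analysed here.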

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

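The tests of depth and of batch below were chosen only after the results they address had been seen, while the tests of fragments, of a yak sequence variant and of other divisions of the libraries had been set before.

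The difference between Jeryak and yak milk was itself different in June and December for 34 entries (24 with a higher and 10 with a lower log2 difference in June), which is why these are listed here. Among the named entries the difference in June minus that in December, on the log2 scale of norm value + 1, was -3.82 for bta-miR-6524_R+1 (adjusted p = 0.022 from limma), 6.18 for eca-mir-703-p5 (0.042), 6.67 for ggo-mir-4488-p5_1ss18TA (0.0069), 4.26 for hsa-mir-3976-p3_1ss16AT (0.025), 6.37 for mmu-miR-5100_L+2R-1 (0.0069), -6.84 for mmu-mir-6236-p3_1ss4CG (0.045), -7.61 for mmu-mir-6236-p5_1ss15CG (0.0069) and 4.62 for ssc-miR-1285_L-1R+1 (0.015). Without December Jeryak replicate 1 the adjusted p was 0.076 for bta-miR-6524_R+1, 0.12 for eca-mir-703-p5, 0.076 for hsa-mir-3976-p3_1ss16AT, 0.11 for mmu-mir-6236-p3_1ss4CG and 0.053 for ssc-miR-1285_L-1R+1. The first 4 of these also missed the threshold without other single libraries, December Jeryak replicates 2 and 3 and December yak replicate 3 among them (adjusted p = 0.053 to 0.12), while the other 3 entries passed without any one library. Several of these entries are listed at 0 in a group, where the size depends on the 1 that was added. The count was 8, 12 and 15 without December Jeryak replicate 1, 2 and 3, and 16 and 10 without December yak replicate 2 and 3, and over bta entries alone it was 0, where 2 of the 34 are bta entries. The 100 divisions of the months within each breed that were set for it do not decide on chance. Each one that reached the 34 entries, up to 146, kept June and December apart in one breed and mixed them in the other, so that differences between the months counted in it. Of 100 divisions of the breeds within each month, added after this was seen, 2 reached the 34 entries, the real one included, with 71 as the highest other. They ask whether the breeds differ at all, not whether they differ unlike between months, so they do not decide either. The division with the breeds exchanged in December alone, whose contrast is the breed average with 41 entries, was left out of the draw. For the breed average 2 of 100 such divisions reached its 41 entries, the real one included. This is a share under 0.05, with 71 as the highest other. Both divisions with 71 left December as it was and set June Jeryak replicate 1 with June yak replicates 1 and 2. This division of the June libraries thus gave more calls than that by breed. The 10 divisions of the 6 libraries of a comparison are too few for a share under 0.05. There the real and the highest other count were 31 and 58 in P1 (June Jeryak replicate 1 with June yak replicates 1 and 2), 253 and 0 in P2, 37 and 0 in P3 and 211 and 0 in P4.

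Predicted candidates were the largest class higher in June, 108 in P2 and 87 in P4. Depth argues the other way, since the 108 entries would have had a median of 1416 expected copies over the 3 December Jeryak libraries at their June level and had a median of 0. A batch of library making or sequencing cannot be told apart from the month, as the December library with the fewest raw reads held 2.85 times those of the June library with the most. Fragments of longer RNA stay open. Of the 65 candidates higher in June in both breeds 1.54% had 21 to 23 nt and 15.4% began with T, against 80.5% and 47.0% of the 251 bta entries tested, but candidates are short as a class. The other 110 candidates tested had 10.9% and 23.6%, a comparison chosen after the result had been seen, in which the share of T was not under 50% of theirs. Of the clean reads, the share assigned to mRNA was higher in December (54.9 to 67.5%) than in June (10.3 to 19.0%). A change of milk or mammary RNA with the season stays open and was not tested apart from the batch.

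With the criteria of the paper, many of the called entries are listed at 0 in one group. Of the 50 such entries lower in June in P2, 26.0% would have had under 3 expected copies over the 3 June Jeryak libraries (median 4.32 expected copies), and 10 such entries were called with the libraries thinned to equal copies, so depth may account for part of them and the test leaves this open. Of the 35 lower in yak in P3 the share was 2.86% (median 8.20), but 15 such entries were called after thinning, so depth stays open for these as well. Of the 28 higher in June in P2 the share was 0% (median 1120.1) and 36 were called after thinning, which argues against depth measured by summed copies. Season and batch stay open for the entries in P2, and breed for those in P3. The 50 became 20, 23 and 29 without December Jeryak replicate 1, 2 and 3. The 28 became 16 and 18 without June Jeryak replicate 1 and 3. The 35 became 23 without December Jeryak replicate 1 or 3, and 61 without December yak replicate 1.

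bta-miR-6524_R+1 was higher in Jeryak than in yak milk in both months and was listed at 0 in December yak milk. At the Jeryak level, 291 copies would have been expected over the 3 December yak libraries, which argues against depth. A yak variant counted under a related entry is also argued against, as the entry and 2 related ones together held 0% of the Jeryak value in December yak milk, and 13.9% of it in June yak milk. A yak sequence that no entry takes up may still be the explanation, and a difference between the breeds in the expression of this miRNA is a hypothesis that these libraries cannot decide.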

How the results depend on the processing

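The tests with voom weights on copies, sequences of 21 to 24 nt, a variance for each group and list members without single libraries were chosen after the data were seen. Library totals, median-of-ratios factors, identical entries collapsed, thinning and the fit without the 10 highest entries left every limma count of P1 to P4, of the breed average and of the interaction within 1.5 times its main value. The replicate block did so too, with 22, 266, 40, 216, 35 and 38. The replicate numbers had the own number closest in 4 of 12 checks, pairs of different breeds in P1 and P3 included. With 10 added to the norm values P1 had 51 calls, and with no filter P3 had 21, the breed average 14 and the interaction 10. A mean of at least 50 copies gave 4, 134 and 106 in P1, P2 and P4, 13 for the breed average and 7 for the interaction. miRBase entries alone gave 9, 129 and 106 in P1, P2 and P4, 18 and 5, bta entries alone 5, 46, 11 and 41 in P1 to P4, 11 and 0, and sequences of 21 to 24 nt 6, 59, 13 and 62, 8 and 4, in each case with fewer entries to test. The 6 libraries of a comparison alone gave 3 calls in P1 and 57 in P3, voom weights 57 in P3, 27 for the breed average and 21 for the interaction, and a variance for each group 16 in P1 and 118 in P3. Without single libraries the counts were 20 to 58 in P1, 210 to 283 in P2, 15 to 47 in P3, 166 to 225 in P4, 17 to 59 for the breed average and 8 to 42 for the interaction. With the criteria of the paper, adjusted p left 0 calls in P1 to P4, against 25, 127, 84 and 71 with an unadjusted p and 31, 253, 37 and 211 by limma. On log2 of the norm value plus 1 the criteria gave 40, 285, 154 and 184, group means of at least 10 gave 72 in P2 and 35 in P3, thinned libraries gave 50 in P3, and single libraries left out gave 15 to 32, 83 to 122, 54 to 103 and 41 to 67. The share of P2 calls with the same sign in P4 was 83.8 to 94.0% without single libraries. Of 63 entries called in P1 or P3, 22 (34.9%) had the same sign in the other. That share was 25.0 to 36.2% without single libraries, 52.6% with miRBase entries and 51.6% with a mean of at least 50 copies. An entry at 0 in both breeds in the other month, as PC-3p-38692_154 was in December, counts here as not of the same sign. A low share therefore does not show opposite directions in the 2 months. The most common length of 19 nt became 22 nt with miRBase entries, with bta entries, weighted by copies and with at least 10 copies. Of 7 camera calls with the preset correlation 0 were left with an estimated one, and all entries of a member in place of its highest gave 15. Of 7232 comparisons of the named miRNAs with a setting, 6688 kept their direction and side of the threshold, 469 fell short of it, 75 newly passed and 0 reversed. The main fit gives an entry the same variance in all groups. The median SD between replicates on the log2 scale was 1.00 and 1.14 in June Jeryak and yak, and 0.43 and 0.35 in December. With a variance for each group, which allows for this, P1 fell to 16 calls and P3 rose to 118. Apart from this and from the smaller numbers of entries, the cause of the changes was not tested. The planned tests on whole reads were not run, since norm values do not give the reads back. Depth, measured by summed copies, limits entries of a few copies, which December Jeryak libraries can show and the others cannot.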

Differences from the paper's values

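The 12 counts of DEMs, the most common length and the 10 log2 fold changes of Table S2 that were compared did not differ from the paper's values. In direction, the paper reports that bta-let-7b and bta-miR-16a were lower in winter than in summer in earlier work and that its own comparison of the seasons went the same way. Here both were lower in June than in December. bta-let-7b had a log2 fold change of -1.37 in P4 (adjusted p = 0.024 from limma) and -0.85 in P2 (adjusted p = 0.12), and bta-miR-16a -2.09 in P4 (adjusted p = 0.033) and -3.05 in P2 (adjusted p = 0.0038), and none of the settings run turned these signs. The log2 fold changes of norm values for P4 in the paper's own Table S2, -1.27 and -1.70, have the same sign. bta-miR-2478_L-2, which the paper cites as higher in a crossbred than in a pure breed in summer, had a log2 fold change of 0.93 between Jeryak and yak in June, which did not pass (adjusted p = 0.26). Among the bta entries of miRNAs of the discussion that the paper's criteria call, limma did not call 4. bta-miR-199c_L-1R+2 in P3, which has the same values as eca-miR-199a-3p_R-1, passed with a variance for each group (adjusted p = 0.0061), a setting chosen after the values were seen, bta-let-7c in P4 with the replicate block (adjusted p = 0.047), and bta-miR-181d_R+1 in P2 with no filter (adjusted p = 0.011) but not in P3 (adjusted p = 0.055). bta-miR-130a_R-2 in P3 did not pass with no filter (log2 fold change 2.22, adjusted p = 0.55). The paper's criteria as applied here call all 4. They call miR-30e and miR-26a through other entries only, chi-miR-30e-3p_R+1 in P3 and mmu-miR-26a-2-3p_R-1_1ss4GA in P2. These entries are not compared here.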

Other observations

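Among the abundant miRNAs of milk, bta-miR-200a, known from epithelial cells, had a norm value of 26580 ± 2661 in June Jeryak, 28952 ± 9393 in June yak, 30019 ± 5025 in December Jeryak and 28796 ± 819 in December yak milk (SD, n = 3), and passed in none of the 4 comparisons (adjusted p = 0.63 to 1 from limma). bta-miR-21-5p_R-2, a miRNA of immune and stressed cells, stood apart in December Jeryak milk, with 267446 in replicate 2 against 94838 and 49239 in the other libraries and 29098 ± 12736 in December yak milk. In the same library hsa-miR-223-3p_R+1, a miRNA of neutrophils, had 3149 against 119 and 56.1, and bta-miR-155 had 926 against 136 and 72.2.

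bta-miR-193a-3p had 5.54 ± 9.60 in June Jeryak and 249 ± 131 in December Jeryak milk (SD, n = 3), with a log2 fold change of -6.45 in P2 (adjusted p = 1.6e-04). bta-miR-27a-3p had 548 ± 183 and 2100.3 ± 1330 in the same milk, with a log2 fold change of -1.81 (adjusted p = 0.0040). In P4 the miR-30 family had 2 lower of 6 members (0 or 1 without any one of 10 of the 12 libraries, 0 without December yak replicate 2 or 3 or June yak replicate 1 or 3), the miR-15, miR-16 and miR-195 family 2 lower of 4 (0 without any one December yak library or without June yak replicate 3, 1 without June Jeryak replicate 2 or 3), and the immune cell list 2 lower of 12, with camera adjusted p = 0.36, 0.17 and 0.091. The median and the mean of a list differ in sign for the stromal and endothelial miRNAs in P2 (0.61 and -0.38), the blood cell miRNAs in P4 (-0.46 and 0.14), the miRNAs of the discussion in P3 (0.20 and -0.11), the epithelial miRNAs in P3 (0.02 and -0.09) and the entries that resemble structural RNA in P4 (-0.21 and 0.20).

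In a principal component analysis of the 620 entries, component 1 held 59.5% of the variance and separated the months. Component 2 held 10.2% and separated the breeds, from -32.0 to -4.46 in Jeryak and from 3.04 to 25.9 in yak libraries. The median SD between replicates, on the log2 scale, was 1.00 in June Jeryak and 1.14 in June yak milk, and 0.43 and 0.35 in the December milk of Jeryak and yak. Of the calls in Table S2, 19 of 22, 72 of 120, 38 of 78 and 59 of 62 in P1 to P4 were tested with limma, and 8, 64, 12 and 49 passed.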
